# Redistribution of the astrocyte phenotypes in the medial vestibular nuclei after unilateral labyrinthectomy

**DOI:** 10.3389/fnins.2023.1146147

**Published:** 2023-06-26

**Authors:** Jie Li, Pengjun Wang, Lu-Yang Wang, Yaqin Wu, Jiping Wang, Dongzhen Yu, Zhengnong Chen, Haibo Shi, Shankai Yin

**Keywords:** vestibular compensation, labyrinthectomy, astrocyte, single-cell RNA seq, plasticity

## Abstract

Astrocytes are highly heterogeneous and involved in different aspects of fundamental functions in the central nervous system (CNS). However, whether and how this heterogeneous population of cells reacts to the pathophysiological challenge is not well understood. To investigate the response status of astrocytes in the medial vestibular nucleus (MVN) after vestibular loss, we examined the subtypes of astrocytes in MVN using single-cell sequencing technology in a unilateral labyrinthectomy mouse model. We discovered four subtypes of astrocytes in the MVN with each displaying unique gene expression profiles. After unilateral labyrinthectomy, the proportion of the astrocytic subtypes and their transcriptional features on the ipsilateral side of the MVN differ significantly from those on the contralateral side. With new markers to detect and classify the subtypes of astrocytes in the MVN, our findings implicate potential roles of the adaptive changes of astrocyte subtypes in the early vestibular compensation following peripheral vestibular damage to reverse behavioral deficits.

## 1. Introduction

Astrocytes, one of the major glial cell populations in the central nervous system (CNS), participate in numerous functions of the CNS, including blood flow regulation, provision metabolic energy for neurons, maintaining ion balance, mediating synaptic plasticity and neurogenesis (MacVicar and Newman, 2015; Hertz and Chen, 2016; Luarte et al., 2017; Nortley and Attwell, 2017; Hussaini and Jang, 2018). In addition, astrocytes are response to many forms of brain insults and diseases, such as trauma, ischemia, epilepsy, and Alzheimer’s disease (de Lanerolle et al., 2010; Burda et al., 2016; Choudhury and Ding, 2016; Cai et al., 2017).

However, astrocytes in the CNS are highly heterogeneous. Not only the morphology and function of astrocytes differ between areas of the CNS, but also different subtypes often reside in the same brain area. Early morphological studies described two types of central astrocytes: fibrous astrocytes in white matter and protoplasmic astrocytes in gray matter (Andriezen, 1893). Fibrous astrocytes extend long, thin, and less branched processes, while protoplasmic astrocytes have short, thick and fine-branched processes. A number of other astrocytes with distinct morphological forms such as Bergmann glia specific in cerebellum and Müller glia of the retina have also been reported (Grosche et al., 2002; Bringmann et al., 2006). Furthermore, gene and protein expression differs between astrocytic subtypes. For example, glutamate transporter EAAT2 is expressed at a higher level in the cerebral cortex, hippocampus and striatum, while EAAT1 is preferentially expressed in the cerebellum (Lehre et al., 1995). Synaptogenic modulator *Sparc* is enriched in the hypothalamus/thalamus but expressed at a low level in the cortex/hippocampus (Morel et al., 2017). These studies indicate that regional molecular astrocyte diversity is associated with the functional features of astrocytes. Previous studies have considered a number of genes as astrocyte-specific markers including *Aldh1l1, Aqp4, Gjb1, Gja1* and *Gli1*(Pfrieger and Slezak, 2012). Despite these optional molecular markers, there are currently no canonical molecular markers that can fully define the subtype of astrocytes because none of these molecules is expressed by all types of astrocytes, and some of these markers (*Aldh1l1, Gli1*) are also identified in cells with stem cell properties at embryonic and adult stage. Nevertheless, the glial fibrillary acidic protein (GFAP), an intermediate filament protein expressed in astrocytes and radial glia, is ubiquitously considered as a classic marker despite not all astrocytes express detectable level of GFAP (Walz and Lang, 1998; Walz, 2000) and often used to distinguish astrocytes from other cells of the central nervous system (Sofroniew and Vinters, 2010). Moreover, GFAP expression is usually upregulated in reactive astrocytes which are activated under injury or disease conditions (Sofroniew, 2009; Pekny et al., 2019).

Heterogeneity of astrocytes in the CNS may allow their diverse responses to different pathological processes by alterations in the gene expression profile and functions, facilitating adaptation to the local tissue environment of the CNS. For example, in the animal model of Alzheimer’s disease, the patterns of GFAP expression varies among brain areas and the different stage of the disease, indicating the concomitant astrocytic atrophy and astrogliosis during the neurodegenerative process (Olabarria et al., 2010). Decreased AQP4 protein levels of astrocytes was detected by immunohistochemical method in the hippocampus early in the epilepsy model (Lee et al., 2012). Although there is circumstantial evidence showing a proliferation of astrocytes with high level of GFAP expression in the medial vestibular nucleus (MVN) of cat after unilateral vestibular neurectomy (Dutheil et al., 2013), whether and how different astrocytes in the MVN are engaged remain unknow. In the present study, we discovered 4 subtypes of astrocytes in the MVN and described their response to vestibular loss at single-cell resolution.

## 2. Materials and methods

### 2.1. Unilateral labyrinthectomy

C57BL/6J mice of P20 were anesthetized with pentobarbital sodium (40 mg/kg). A post-auricular incision was made in the right ear to expose the tympanic bulla. The malleus and incus were removed under a microscope. The stapedial artery was exposed and coagulated. Then the oval window was open and expand. The utricular maculae, saccular maculae and semicircular canal ampulla were destroyed and vaporized with electrotome. The cavity was rinsed with 100% ethanol and filled with gelfoam and the skin incision was sutured. The animals were sacrificed 1 day after unilateral labyrinthectomy (UL) for the next experiment. In the control group, only the tympanic bulla was opened, but UL was not performed.

### 2.2. Immunofluorescence

Mice were anesthetized with sodium pentobarbital, and transcardially perfused with 20 mL of 4% paraformaldehyde. The brain was removed and immersed in the same fixative at 4°C for 12 h. The tissue was embedded in paraffin and cut with a microtome (CV 5030; Leica, Germany) into 4um sections. The sections were incubated in 10% bovine serum in PBS containing 0.1% Triton X-100 for 30 min. Anti-mouse GFAP primary antibody (1:500; Abcam) was added to the slices, incubating at 4°C overnight. After washing, the sections were added with a rabbit secondary antibody (1:1000; Abcam) conjugated to AlexaFluor 488 and kept in the dark at room temperature for 2 h. DAPI was added to stain the cell nuclei. Micrographs were taken with a fluorescence microscope.

### 2.3. Quantification and statistical analysis

Pictures per section were taken with a 20× objective, and data were collected from 3 animals of each group. The integrated fluorescence intensity of GFAP on each slice was measured by Image J software (1.8.0) and was averaged by dividing the area of MVN (Orr et al., 2020). The statistics were performed using one-way ANOVA with Tukey HSD *post hoc* test. *p*-values <0.05 were considered statistically significant.

### 2.4. Single-cell RNA sequencing and data analysis

After anesthetization, brains of mice were removed from the skull bone. Brain slices of 500 μm containing MVN tissue were made with a vibration microtome. MVN tissues were dissected under a microscope and dissociated into single-cell suspension according to 10X genomics chromium sample preparation protocol. Single-cells with barcoded beads were captured into nanoliter-sized droplets using a microfluidic device. Then cDNA library was constructed and sequenced on Illumina HiSeqX10. Cell clustering analysis was performed using the R package Seurat (2.3.4) and visualized by 3D and 2D t-stochastic neighbor embedding (t-SNE) (Zeisel et al., 2015). The R package Monocle (2.12.0) was applied for pseudotime analysis (Trapnell et al., 2014).

## 3. Results

The manifestation caused by UL such as head tilting toward the ipsilateral side and rotation of the body were observed in all mice underwent UL (Figure 1A). The bilateral MVN in the sham operation group showed the same pattern of GFAP expression, low level of GFAP immunostaining of astrocytic processes. In contrast, in the UL group, the ipsilateral MVN presented much higher levels of GFAP immunoactivity than the contralateral MVN after UL (Figure 1B). GFAP immunopositive processes were observed in a representative astrocyte in the MVN (Figure 1C). The average fluorescent intensity of GFAP expression level is higher in the ipsilateral MVN than that in the contralateral MVN and the control group (Figure 1D).

**Figure 1:**
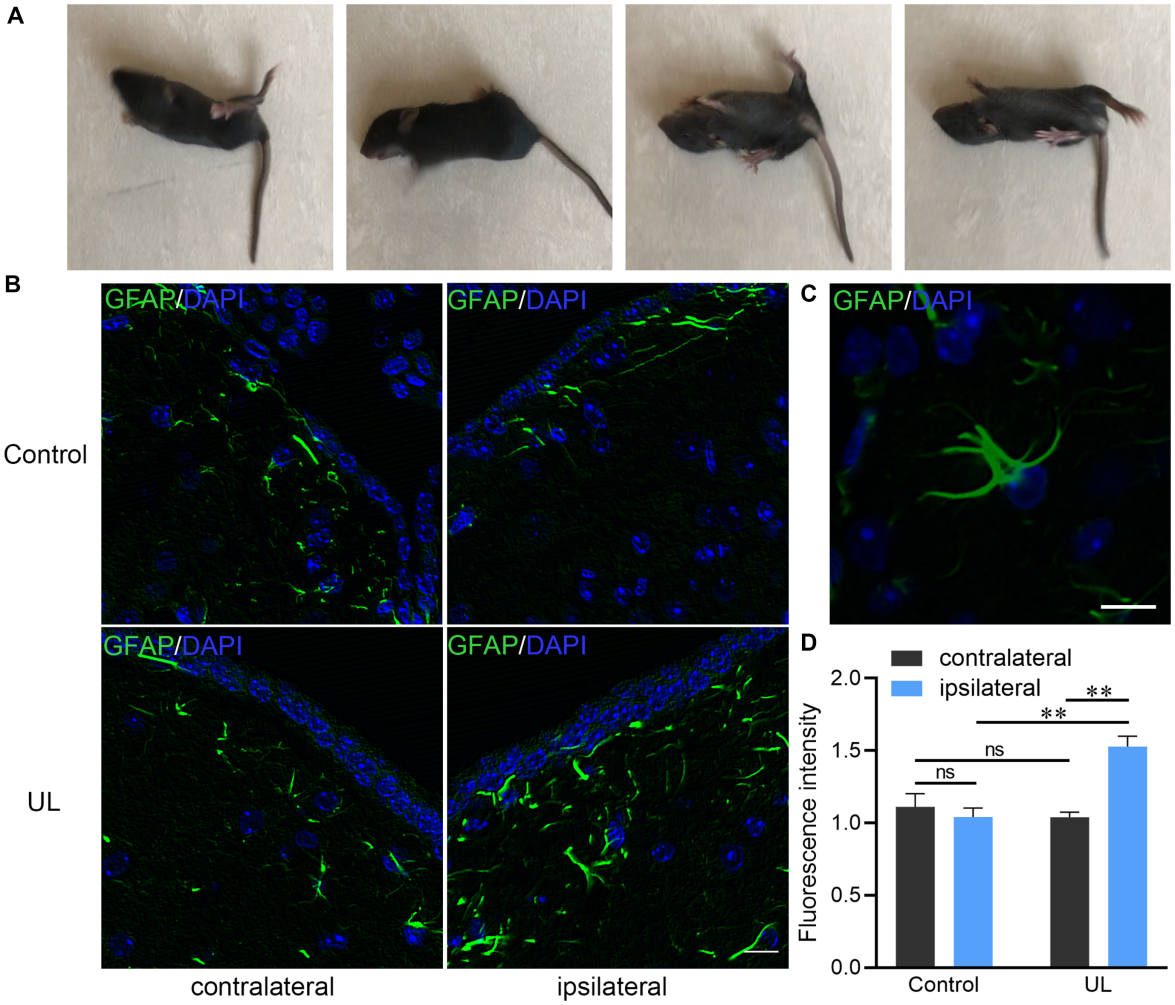
Changes of behavior and GFAP immunoreactive astrocytes after unilateral labyrinthectomy (UL). **(A)** The mouse could not maintain balance on the smooth ground and rolled towards the affected side 1 day after UL. **(B)** Photomicrographs double-labeled for GFAP (green) and DAPI (blue) in the MVN after sham operations and after UL. Scale bar, 10um. **(C)** A representative astrocyte in the MVN with several GFAP (+) processes. Scale bar, 10um. **(D)** The ipsilateral MVN in the UL group showing much higher levels of GFAP immunoreactive fluorescence intensity than the contralateral MVN as well as the ipsilateral MVN in the control group. One-way ANOVA with the Tukey HSD *post hoc* test. ^**^Indicates *p* < 0.01.

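Cells of the MVN were sequenced 1 day after surgery at postnatal day 20, in 3 groups: control (10 mice), the ipsilateral MVN of the UL group (ULI, 11 mice) and its contralateral MVN (ULC, 11 mice). Each group was 1 library, so no difference between groups rests on replicates and no p-value is given. The paper names the 10X Genomics protocol, the series record Drop-seq and the sample records BD Rhapsody, and which was used could not be settled. The deposited table gives counts of unique molecular identifiers (UMIs) for 28676 genes in 14876 barcodes, 57216827 UMIs in all. Control held 4816 barcodes and 27019650 UMIs, ULI 5062 and 17428194, and ULC 4998 and 12768983. The 912 barcodes with fewer than 200 genes were left out, which kept 4607 control, 4813 ULI and 4544 ULC cells. These had medians of 3177, 2100 and 931 UMIs and of 1261, 840 and 513 genes, so ULC cells were the shallowest. All cells were clustered together, and each cluster was named from marker genes. Levels in a group of cells are given in CPM, scaled to the summed UMIs of that group, and ratios as log2 ratios of CPM. Values in parentheses after a level, a share or a ratio are its exact 95% interval, Poisson for CPM and binomial for shares and ratios, covering counting error only.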

To address the heterogeneity of astrocytes in the MVN and their adaptive changes, we performed single-cell RNA sequencing to characterize the transcriptional features of the astrocytes responding to UL. For clustering analysis, we combined the cells from 10 control and 11 UL mice to increase cell number. Based on the expression of the enriched astrocyte makers *Agt*, *Slc6a11*, *Gja1*, *Gjb6*, *Fgfr3*, and *Aqp4*, which code the proteins angiotensinogen, GAT-3, connexin 43, connexin 30 and aquaporin-4, respectively (Pringle et al., 2003; Brenner, 2014; Almad et al., 2016; Boddum et al., 2016; Ikeshima-Kataoka, 2016; De Bock et al., 2017; Pannasch et al., 2019), we isolated 351 astrocytes from all the captured cells in the MVN (Figure 2A). 

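The 6 markers were enriched in 1 cluster of 850 astrocyte-like cells, 303 from control, 334 from ULI and 213 from ULC. Slc6a11, which encodes the GABA transporter GAT-3, stood at 6007 CPM in control, 4009 in ULI and 3126 in ULC, 778, 309 and 252 times its level in the other cells of the same library. Agt, the precursor of angiotensin, stood at 675, 495 and 1505 CPM (703, 294 and 206 times), and Fgfr3, a fibroblast growth factor receptor, at 1711, 619 and 2268 (270, 99.1 and 94.7 times). The connexins Gja1 (4723, 3918 and 3003 CPM) and Gjb6 (2359, 2258 and 1869), which form astrocyte gap junctions, were 88.0 to 268 times as high as in other cells. Aqp4, the water channel of astrocyte endfeet, stood at 3327, 2330 and 1564 CPM. Slc6a11 UMIs were found in 97.0%, 86.8% and 81.2% of astrocyte-like cells (medians of 2168, 1462.5 and 1213 UMIs per cell), and in 3.21%, 2.46% and 1.94% of the other cells (3265, 2181 and 911). Ntsr2, Slc4a4 and Slc1a2, outside the 6 markers, were also among the leading genes of the cluster. Astrocyte-like cells made up 6.58% (5.88 to 7.33) of control, 6.94% (6.24 to 7.69) of ULI and 4.69% (4.09 to 5.34) of ULC cells. Choroid plexus epithelium made up 0.586%, 5.49% and 24.2% of cells in the same order. The lower astrocyte-like share in ULC thus also depends on how many plexus cells were captured. The median mitochondrial share of astrocyte-like cells was 17.5%, 23.9% and 25.1%, against 6.34%, 5.73% and 5.44% over all cells. The number of astrocyte-like cells depended on the cell filter, at 473 with at least 500 genes per cell and 378 without cells over 20% mitochondrial. In mm10, Slc6a11 lies on chromosome 6 at 114131241 to 114249952 and Aqp4 on chromosome 18 at 15389496 to 15410982.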

Our clustering analysis further subclustered the astrocytes to 4 major subtypes based on different features of their transcriptional profiles (Supplementary Table 1) and visualized their distribution through 2D t-SNE plot (Figure 2B). 

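Clustering the astrocyte-like cells by themselves gave 4 subclusters, named here A (highest Sparc, 245 cells), B (highest Nnat, 226), C (highest Nktr, 228) and D (highest Slc9a3r1, 151). Subcluster A was led by Ccl4, Ctss, P2ry12, Cx3cr1 and C1qb, transcripts of microglia, and by the stress genes Hspa1a, Hspa1b and Atf3. Over all subclusters, Ccl4 UMIs were found in only 5 control, 8 ULI and 2 ULC cells. For Hspa1b, 1 cell held 57.6% of the UMIs in control, 11.5% in ULI and 55.6% in ULC. Subcluster D was led by Mbp and Mobp, transcripts of myelin, by Ttr and Enpp2, transcripts of the choroid plexus, and by the pseudogenes Gm12892 and Gpx4-ps2. B held the deepest cells, with a median of 3282.5 UMIs per cell and 12.4% of UMIs mitochondrial, against 1179 and 26.9% in A, 1278.5 and 24.8% in C, and 1287 and 25.6% in D. Of the 10 genes that the paper's heatmap shows for each cluster, 7 (cluster 0), 8 (cluster 1), 5 (cluster 2) and 10 (cluster 3) were highest in the matching subcluster A, B, C or D. The study chose these genes on the same libraries, and they took part in this clustering, so the tally is not independent evidence.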

We generated heatmap of gene expression and identified marker genes for each of the astrocytic subclusters (Figure 2C). The four astrocytic subtypes were distinguished from each other by the expression of differential gene markers. For example, *Sparc* (osteonectin) represents astrocytes of cluster 0, while *Nnat* (neuronatin) indicates astrocytes of cluster 1. 

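Sparc, which encodes a secreted matrix protein made by astrocytes, was abundant in every subcluster, at 7299 CPM (7025 to 7581) in A, 6201 (6033 to 6372) in B, 5076 (4832 to 5329) in C and 6384 (6064 to 6716) in D. Nnat, an imprinted gene of the developing brain, differed more, at 669 CPM (615 to 727) in B, 366 (306 to 433) in A, 285 (230 to 351) in C and 149 (104 to 208) in D. A and B were matched to the paper's clusters by these genes, so their first place is by construction. Clustered without the 57 genes that the paper names, the cells fell into 3 subclusters, in which Sparc ran from 4824 to 6948 CPM and Nnat from 300 to 617. In mm10, Sparc lies on chromosome 11 at 55394500 to 55423183 and Nnat on chromosome 2 at 157560078 to 157562522.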

*Nktr* (natural killer tumor recognition protein) and *Slc9a3r1* (Na(+)/H(+) exchange regulatory cofactor) serve as markers of cluster 2 and cluster 3, respectively. 

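Nktr, which encodes a cyclophilin-related protein, stood at 173 CPM (130 to 225) in C, against 104 (83.2 to 128) in B, 57.3 (35.5 to 87.6) in A and 51.2 (26.4 to 89.4) in D. Slc9a3r1, which encodes a scaffold protein of membrane transporters, stood at 171 CPM (122 to 232) in D, against 53.8 in B, 30.0 in A and 28.2 in C. With the genes the paper names left out of the clustering, Nktr ran from 61.0 (42.3 to 85.3) to 163 CPM (125 to 208) over the 3 subclusters, and Slc9a3r1 from 31.5 (16.3 to 55.0) to 82.6 (60.5 to 110). Slc9a3r1 also differed between whole libraries, with a log2 ratio of ULC to control of 1.84 in astrocyte-like cells and a median of 1.70 over the other cell classes. In mm10, Nktr lies on chromosome 9 at 121719169 to 121756843 and Slc9a3r1 on chromosome 11 at 115163341 to 115181181.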

To investigate the astrocytic alterations induced by UL, we next compared the components of astrocytic subclusters in the control MVN and bilateral MVN in the UL group using pseudotime analysis (Figures 2D–F). The direction of pseudotime trajectory was illustrated with color-coding (Figure 2D). The unequal distribution of 4 astrocytic subtypes was illustrated along the pseudotime line. 

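Diffusion pseudotime put subcluster B (highest Nnat) earliest, with a median of 56.7 (SD over cells 12.5) on a scale of 0 to 100. C (highest Nktr) followed at 70.3 (3.34), A (highest Sparc) at 75.3 (5.78) and D (highest Slc9a3r1) at 78.3 (7.2). The earliest 25% of all cells took in 85.8% of the cells of B, 3.95% of C, 3.27% of A and 1.32% of D. The start was set in B, the subcluster of Nnat, so its place is by construction and only the order of A, C and D was free. B also held the deepest cells.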

The majority of subcluster 1 astrocytes located in the start on the line while other cell subtypes were mainly on the ends of each branch (Figure 2E). Likewise, astrocytes from the MVN of control and UL group were asymmetrically distributed along the pseudotime line. 

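By library, control astrocyte-like cells lay earliest in pseudotime, with a median of 67.4 (SD over cells 14.5), then ULI at 70.5 (9.99) and ULC at 76.0 (9.06). The earliest 25% of all cells took in 38.0% of control, 24.3% of ULI and 7.98% of ULC cells. The start was set in B, which held 39.6% of control, 24.0% of ULI and 12.2% of ULC cells. The order of the libraries is therefore not independent of these shares. Nnat, the marker of the subcluster in which the order starts, stood at 727 CPM (669 to 789) in control, 325 (282 to 372) in ULI and 94.2 (63.6 to 135) in ULC. With 20 principal components the medians kept this order at 56.3, 59.2 and 63.2. With each library centred they lay close together, at 75.2, 76.3 and 77.1.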

Evidently, we found that the major astrocytes of the control group located in the start of the line, consistent with the distribution of cells of cluster 1, while other astrocytic subtypes spread on different ends of the branches (Figure 2F).

**Figure 2:**
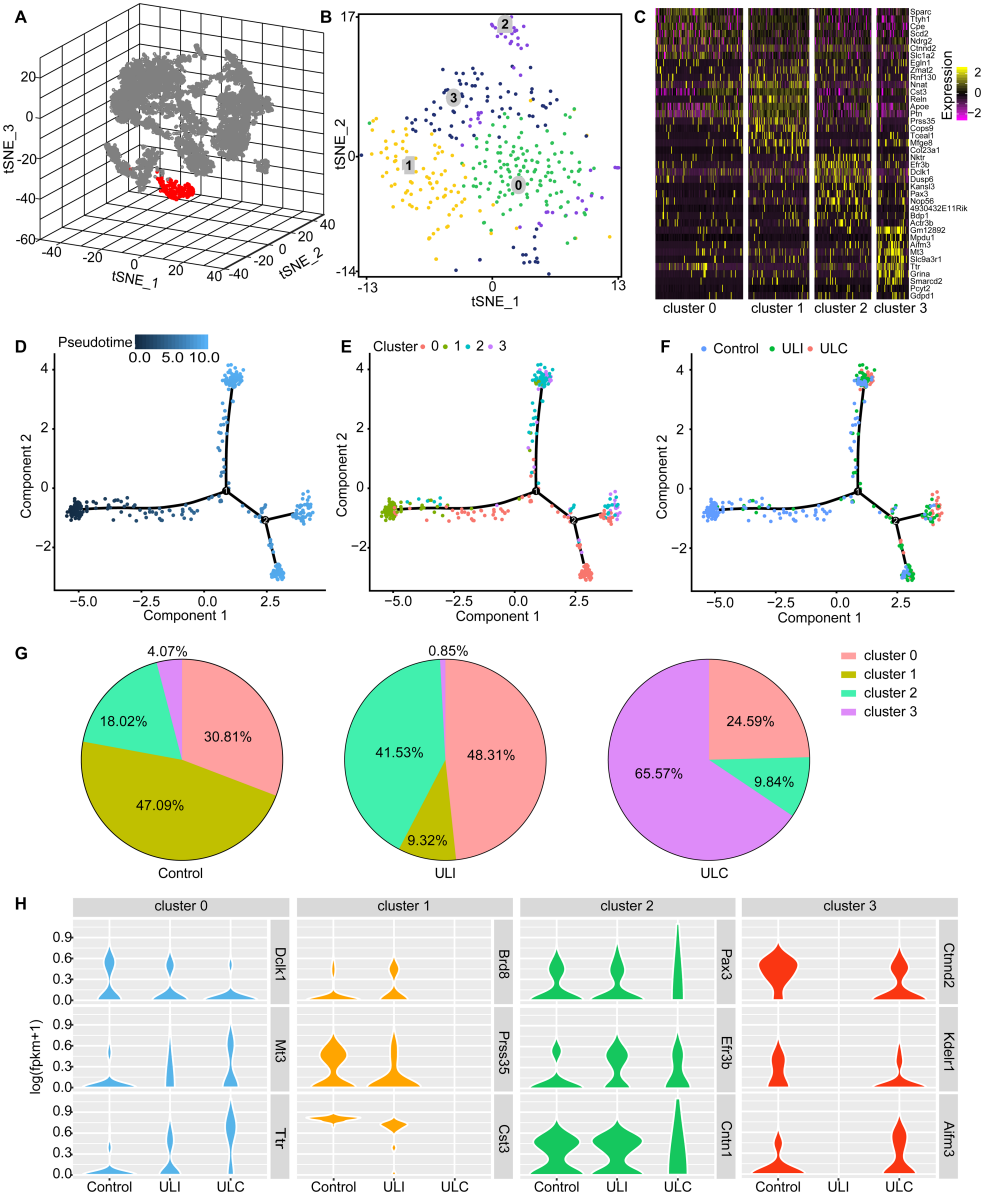
Identification of 4 subtypes of astrocytes in the mouse MVN and UL-induced subtype redistribution. **(A)** 3D t-SNE diagram shows astrocytes and other cell populations in the MVN. Astrocytes were identified based on the expression of the marker genes *Agt, Slc6a11, Gja1, Gjb6, Fgfr3*, and *Aqp4*. Astrocytes (red), non-astrocytes (gray). **(B)** 2D t-SNE diagram visualizes the 4 subtypes of astrocytes in graph **(A)** with different cell subtypes being color-coded. **(C)** Heatmap showing the subtype-specific expression of marker genes across the 4 subtypes of astrocytes in the MVN. Rows indicate individual genes and columns represent individual cells. **(D–F)** Pseudotime analysis reveals the distribution of the 4 astrocytic subtypes along the pseudotime trajectory in the control and UL group. **(D)** The time sequence of the pseudotime trajectory was color-coded. **(E)** The distribution of 4 subtypes of astrocytes along the pseudotime trajectory. Each astrocytic subtype is color-coded. **(F)** Astrocytes from the control group and the bilateral MVN from the UL group were showed in the pseudotime trajectory. These 3 groups of cells are color-coded. ULI (ipsilateral MVN of UL group), ULC (contralateral MVN of UL group). **(G)** The pie charts show the proportion of each subtype of astrocytes in the control MVN (left), the ipsilateral MVN (middle), and the contralateral MVN (right). **(H)** UL-induced transcriptional alterations in different astrocyte subclusters. Violin plots showing representative differentially expressed genes in different astrocytic subtypes caused by UL. Gene expression level is illustrated on a log scale.

To further characterize the alterations of the astrocytic subtypes, we calculated the components of subclusters in the MVN of control group and the bilateral MVN of the UL group. Pie plots showed the distribution of astrocytic subtypes in the control MVN, the ipsilateral MVN and the contralateral MVN of the UL group. These plots unveil a robust redistribution of astrocyte phenotypes post-UL in both ipsilateral and contralateral sides with cluster 0 and 2 being increased on the ipsilateral side but decreased on the contralateral side, whereas cluster 3 showed opposite change and cluster 1 decreased bilaterally (Figure 2G), implicating bilateral adaptations of astrocytes in MVN after UL. 

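Astrocyte-like cells of ULC and control were spread differently over the subclusters, but the size of the difference depended on the setting. It was smaller without cells of a high mitochondrial share and larger with at least 500 genes per cell. Clustered without the 11842 genes that differed between libraries in the other cells, the astrocyte-like cells fell into E1, E2 and E3. The make-up of the other cells also differed between libraries, so such genes need not differ within a class. E2, with the deepest cells (median 2769.5 UMIs), held 55.4% (49.7 to 61.1) of control, 36.8% (31.6 to 42.2) of ULI and 24.9% (19.2 to 31.3) of ULC astrocyte-like cells. E3, led by Mbp and Ttr (median 1048 UMIs), held 21.8% (17.3 to 26.9), 33.5% (28.5 to 38.9) and 48.8% (41.9 to 55.7). E1 (median 1237.5 UMIs) held 22.8%, 29.6% and 26.3%, with overlapping intervals. Over E1 to E3, ULC and control differed by 30.6% of cells, ULI and control by 18.6% and ULI and ULC by 15.3%. With those genes included, B (highest Nnat) held 39.6% (34.1 to 45.4) of control, 24.0% (19.5 to 28.9) of ULI and 12.2% (8.13 to 17.4) of ULC cells. A (highest Sparc) held 31.4% (26.2 to 36.9), 35.0% (29.9 to 40.4) and 15.5% (10.9 to 21.1), and C (highest Nktr) 25.4% (20.6 to 30.7), 35.3% (30.2 to 40.7) and 15.5% (10.9 to 21.1). D (highest Slc9a3r1) held 3.63% (1.83 to 6.40), 5.69% (3.46 to 8.74) and 56.8% (49.9 to 63.6). These 4 are partly defined by genes that differ between libraries in the other cells. Of D, 80.1% came from ULC, so D may be that library and not a type. Over A to D, the shares of ULI and control differed by 15.7% of cells (11.6 to 20.1), those of ULC and control by 53.2% (46.1 to 59.9) and those of ULI and ULC by 51.1% (44.3 to 58.1). Each interval of such a difference covers counting error in the smaller library of the pair only. Cells simulated from 1 shared profile gave 13.5%, 21.8% and 13.0%, the first inside the interval of ULI against control. Without cells over 20% mitochondrial (378 cells, 3 subclusters) the value of ULC against control was 16.3% (9.54 to 26.7). With at least 500 UMIs as well, chosen after seeing the data, it was 33.1% (22.2 to 46.0). The simulated 21.8% came from 850 cells in 4 subclusters, and no simulation was run for these filters, so it cannot judge them. The value of ULI against control ran from 3.28% (each library centred) to 30.4% (at least 500 genes per cell). That of ULC against control ran from 14.3% to 80.4% under the same 2 settings. Thinned to 1000 UMIs per cell, A turned to 10.2%, 26.0% and 53.1%, and D went to 10.2%, 11.5% and 30.5%. From the redistribution, the paper proposes adaptations of MVN astrocytes on both sides after UL.

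**Figure D1:**
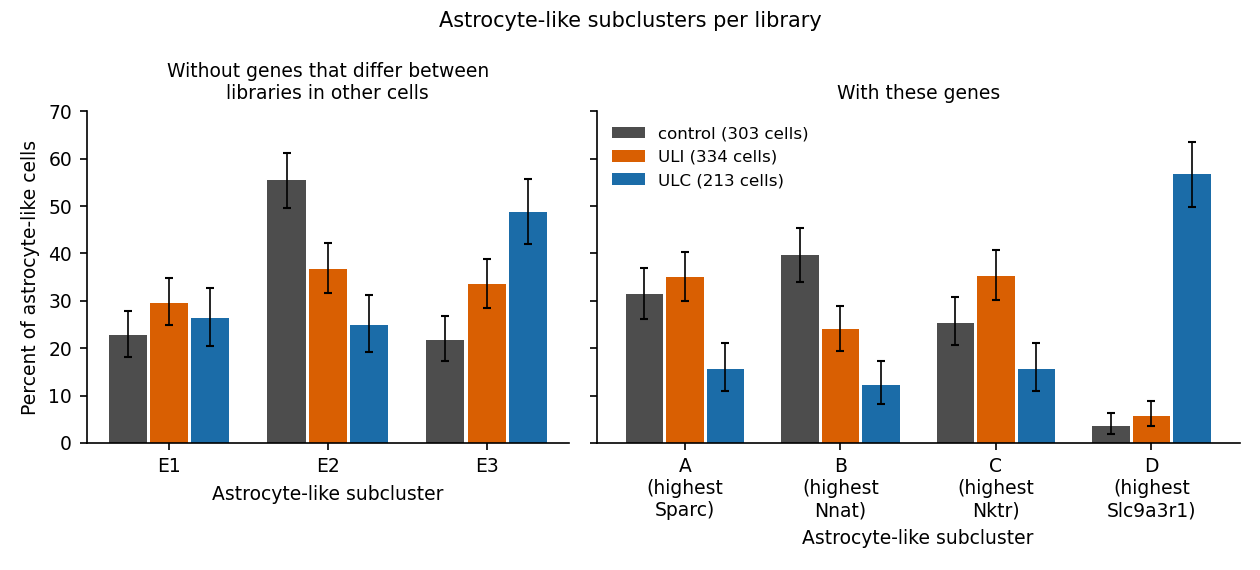
Share of the astrocyte-like cells of each library in each subcluster, clustered without the genes that differ between libraries in other cells (E1 to E3) and with them (A to D). Lines are exact 95% binomial intervals. Each library is 1 pool of mice.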

Further, the transcriptional response to UL across the 4 astrocytic subtypes of MVN by comparing gene expression profiles was examined between the control group and the UL group. 

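Some immediate early and glucocorticoid-responsive genes were higher in the astrocyte-like cells of both sides than in control, and few were lower. Over the immediate early genes the median log2 ratio was 0.78 in ULI (9 of 18 higher, Klf2 lower) and 0.77 in ULC (8 of 17 higher). Fos stood at 1.84 (1.66 to 2.03) in ULI and 1.49 (1.27 to 1.71) in ULC, beside medians of 0.98 and 1.22 over the other classes. In ULI the immediate early and heat shock genes together stood at 0.63 in astrocyte-like cells. Over the 7 other classes they ran from -0.28 to 0.88. A stress response to dissociation could not be told from a response to UL in astrocyte-like cells, as each group was 1 library. Over the glucocorticoid-responsive genes the median was 0.63 in ULI, where Fkbp5, Sgk1, Tsc22d3, Errfi1, Cdkn1a and Sult1a1 were higher and Ddit4 and Mt2 lower of 11. In ULC it was 1.12 (5 of 11 higher, Mt2 lower). Fkbp5, a cochaperone of the glucocorticoid receptor, stood at 2.08 (1.34 to 2.88) in ULI and 1.66 (0.75 to 2.58) in ULC, beside medians of 1.98 and 1.90 over the other classes. Less the median over the other classes, an alternative chosen after seeing the data, both glucocorticoid medians turned negative. Less the ratio in all other cells, as planned, they fell from 0.63 to 0.33 in ULI and from 1.12 to 0.15 in ULC. These other cells differed in make-up, with microglia at 37.4% of control, 18.9% of ULI and 10.6% of ULC cells. Ratios less those of all other cells therefore carry cell mix as well as expression. In ULI the largest ratios to control included those of Cd44, a hyaluronan receptor, at 3.11 (1.96 to 4.50), and Arl4d at 3.09 (2.08 to 4.29). The smallest included those of Naaa at -4.45 (-7.53 to -2.53), Mfge8, an engulfment bridge, at -3.77 (-5.01 to -2.75) and Cbs at -3.00 (-4.05 to -2.11). Over the other classes the ULI medians were 1.315 for Cd44 and -0.43 for Arl4d. They were -0.09 for Naaa, -2.59 for Mfge8 and -1.17 for Cbs. In ULC the largest included that of Gm12892, a pseudogene, at 6.05 (5.10 to 7.19), beside a median of 5.68 over the other classes. Less the ratio in all other cells, the sign of Gm12892 turned. The smallest in ULC included those of Gdf10 at -4.73 (-10.06 to -2.21) and Reln at -3.69 (-5.34 to -2.44). Synaptogenic and matrix (matricellular) genes, measured as 1 list, had medians of -0.41 and -0.61, with Sparcl1, Tnc, Bcan, Ncan and Cspg5 lower and Sparc higher on both sides. The list mixes these kinds of genes, so its median does not describe synapse formation alone. Metallothioneins had medians of -0.76 and -0.89, potassium, water and gap junction genes of -0.27 and -0.23, cholesterol synthesis genes of -0.28 and -0.14, neurotrophic factors of -0.10 and -0.46, heat shock genes of -0.09 and -0.37, interferon response genes of -0.17 and -0.33, and ribosomal protein genes of -0.21 and -0.34. Glutamate and GABA genes stood near 0 in ULI (-0.04, with Slc1a2 and Glul higher and Slc6a11 and Glud1 lower) and at -0.35 in ULC. Transcripts of other cell types were measured as a check on free RNA from those cells, and are not read as a response of astrocytes. Those of neurons (1.54 and 2.01) and of the choroid plexus (2.28 and 3.54) were higher, and those of oligodendrocytes stood at -0.15 and 0.63. As checks on RNA quality, nuclear RNAs stood at 1.09 and -0.14 (Meg3 higher on both sides) and mitochondrial genes at 0.29 and 0.48. Over all genes the median log2 ratio of ULC to control was -0.165, and -0.001 when mitochondrial, ribosomal, choroid plexus and blood genes were left out of the totals.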

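Ttr, which encodes the thyroid hormone carrier transthyretin of the choroid plexus, was higher than control on both sides in astrocyte-like cells, and Cst3, which encodes the protease inhibitor cystatin C, was lower. Plexus cells made up 5.49% of ULI and 24.2% of ULC cells, and in ULC their RNA could not be told from expression of Ttr. Ttr stood at 57.4 CPM in control, 389 in ULI and 3503 in ULC, log2 ratios to control of 2.76 (2.30 to 3.25) and 5.93 (5.51 to 6.39), beside medians over the other classes of 2.05 and 4.33. Cst3 stood at 16794, 3637 and 7979 CPM, log2 ratios of -2.21 (-2.27 to -2.14) and -1.07 (-1.14 to -1.01), beside -1.75 and -0.31. In each of A to D the direction was the same, with Ttr from 2.15 to 3.13 in ULI and from 4.16 to 6.02 in ULC, and Cst3 from -2.34 to -1.16 and from -1.34 to -0.68. Efr3b, which anchors a lipid kinase at the membrane, was higher on both sides, at 1.62 (1.13 to 2.12) and 1.36 (0.77 to 1.95), where the other classes had medians of -0.44 and -1.46. In C, the subcluster of highest Nktr, Efr3b stood at 2.38 and 2.55. In ULI it was also higher in A, at 2.42, and in B, at 1.31. In ULC the intervals overlapped in A (1.76) and B (0.45). Prss35, a protease-like gene, was lower on both sides, at -1.37 (-1.88 to -0.88) and -2.05 (-2.96 to -1.26), and in B, of highest Nnat, at -1.47 in ULI. Mt3, the brain metallothionein, was higher only in ULC, at 2.67 (2.37 to 2.99), beside 2.58 over the other classes. Aifm3 was lower in ULI, at -1.15 (-1.99 to -0.37), and higher in ULC, at 1.31 (0.73 to 1.89), and Dclk1, a microtubule-associated kinase, the reverse, at 0.43 (0.22 to 0.65) and -0.64 (-0.999 to -0.30), but Dclk1 in ULI went both ways within subclusters, at 0.96 in B and -0.82 in C, and 0.19 in A with overlapping intervals. Cntn1 (0.65 and 0.73) was higher on both sides, Kdelr1 (-0.69 and -0.95) lower on both, and Brd8 (0.78) higher in ULI, while Pax3, at 0.69 (0.085 to 1.30) and 0.91 (0.20 to 1.6), and Ctnnd2, at 0.16 (-0.11 to 0.43) and -0.52 (-0.94 to -0.13), had overlapping Poisson intervals of CPM. The intervals of the ratio itself still left out 0 for Pax3 on both sides and for Ctnnd2 in ULC. In B, Pax3 was apart from control on both sides, at 1.06 and 2.10. In D, of highest Slc9a3r1, Kdelr1 and Aifm3 had 0 UMIs in the 11 control cells, so no ratio is given. Less the ratio in all other cells, the sign turned for Dclk1, Prss35, Cst3 and Cntn1 in ULI and for Mt3, Cst3, Cntn1 and Aifm3 in ULC. The make-up of those cells differed between libraries, so cell mix was not separated from expression. Less the median over the other classes, Dclk1, Prss35 and Cntn1 in ULI and Aifm3 in ULC still turned. Cst3 on both sides and Mt3 and Cntn1 in ULC then did not. With cells chosen by 3 of the 6 markers, Ttr turned to -3.24 in ULI. The study chose these 12 genes on the same libraries, so their directions are not independent evidence.

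**Figure D2:**
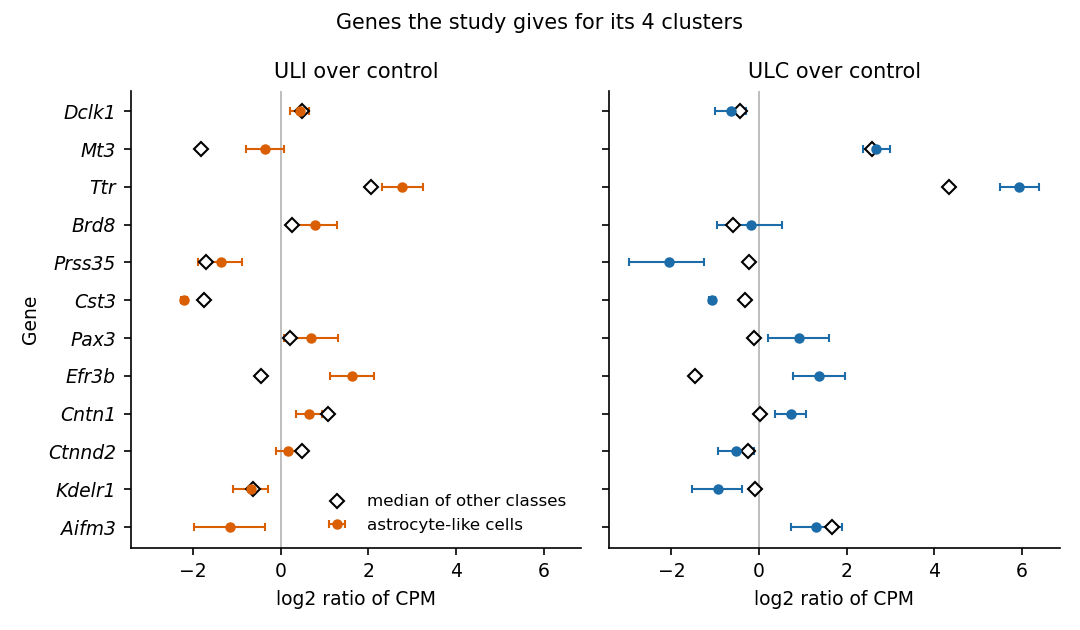
Log2 ratio of ULI and of ULC to control for 12 genes. Filled points are astrocyte-like cells with exact 95% intervals for counting error, and open diamonds the median over the other cell classes. Each group is 1 library.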

The results uncovered that acute vestibular loss has different impacts on gene expression of each astrocyte subtype, such as *Dclk1*, *Mt3*, *Ttr* in cluster 0, *Brd8*, *Prss35*, *Cst3* in cluster 1, *Pax3*, *Efr3b*, *Cntn1* in cluster 2, and *Ctnnd2*, *Kdelr1*, *Aifm3* in cluster3. These differentially expressed genes contribute to transcription (*Brd8, Pax3*), neurogenesis and synaptogenesis (*Dclk1, Ctnnd2*), neuroprotective response (*Mt3, Ttr*), cell death (*Cst3, Aifm3*) and cellular localization (*Efr3b, Kdelr1*). 

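In ULI the median size of the log2 ratio to control, whatever its sign, was 0.541 in A (highest Sparc), 0.508 in B (highest Nnat), 0.564 in C (highest Nktr) and 0.585 in D (highest Slc9a3r1), where counting error alone gave 0.290, 0.263, 0.305 and 0.237. In ULC it was 0.628, 0.678, 0.678 and 0.610, where counting error alone gave 0.290, 0.300, 0.292 and 0.262. Cst3, one of the genes given for the cluster of Nnat, had a log2 ratio of ULI to control of -2.18 in B. It was -2.08 in A, -2.34 in C and -1.16 in D. The values rest on different genes at different depth, 2400, 4575, 1908 and 171 genes in ULI, with 19 ULI and 11 control cells in D. The spread among cells is not removed, so they do not rank the subclusters.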

Aside from a redistribution of subtypes that have opposite trajectories in proportions between ipsilateral and contralateral sides, the gene expression was drastically altered mainly in astrocytes of cluster 1 and cluster 3, suggesting that these two astrocytic subtypes are the main responsive cell types involved in regulating the early vestibular compensation (Figure 2H).

## 4. Discussion

In the current study, we discovered 4 major phenotypic astrocytes in MVN and demonstrated their differential responses to the acute vestibular loss in the mice MVN by analyzing transcriptional markers enriched in astrocytes of different cellular populations. The maturation perturbation could be excluded to a large extent by comparing the UL group with the control group. These gene markers will provide valid molecular signatures to classify different astrocytes and facilitate future vestibular research *via* genetic labeling and specific manipulations based on astrocytic subtypes. More importantly, such a classification provides cellular substrates to investigate how different subtypes trigger or regulate the vestibular compensation (VC) which reflects an innate recovery of vestibular functions essential for postural, locomotor, and oculomotor functions after peripheral vestibular damage. VC depends mainly on the plasticity in the CNS because of the limited regenerative capacity in the peripheral vestibular epithelium (Kawamoto et al., 2009; Lacour et al., 2016). However, about 20%–30% patients with unilateral vestibular loss are poorly compensated, which indicates the recovery of vestibular function does not happen or is defective (Macdougall and Curthoys, 2012). Therefore, facilitation of VC is considered as an effective strategy to ameliorate vestibular disorders. Although the mechanisms underlying VC still remains elusive, emerging evidence implicates the changes of neuronal intrinsic properties, regulation of neurotransmitter receptors, neurogenesis and glial proliferation (Straka et al., 2005; Tighilet et al., 2007; Zhou et al., 2016; Chen et al., 2019). Previous studies that focused mainly on the alteration of GFAP immunoreactive astrocytes in the MVN after vestibular loss indicated that astrocytes contributed to the process of VC (Campos-Torres et al., 2005; Tighilet and Chabbert, 2019). However, the challenge is that in the CNS there is a large population of astrocytes with diverse function which are not always GFAP immunoreactive (Kimelberg, 2004). Although an increase of GFAP immunostaining was confirmed in the ipsilateral MVN of mice in our experiments, we suggest other gene markers including *Agt*, *Slc6a11*, *Gja1*, *Gjb6*, *Fgfr3*, and *Aqp4* to complement the identification classification of the astrocytes. These markers well illustrate the same astrocytic cell populations (Figure 2A).

In this study, we first demonstrated that the heterogeneity of transcriptomic features exists among the diverse astrocytes in the MVN. Previous studies by detecting the astroglia markers hGFAP-GFP expression, and GFAP and S100β immunostaining reported that there are 9 subtypes of astrocytes resident in different area of mammalian CNS and only the velate astrocytic subtype locates in the brainstem (Emsley and Macklis, 2006). However, these limited markers are not adequate to distinguish the subtypes of astrocyte in the brainstem. By high-throughput single-cell RNA sequencing method, we further classified the astrocytes in the MVN and comprehensively studied the transcriptomic features within each of the astrocytic subclusters. Previous studies on single-cell transcriptomics observed molecularly distinct and region-specific astrocyte types in the mouse central nervous system under normal conditions (Zeisel et al., 2018; Batiuk et al., 2020; Bayraktar et al., 2020). These subtypes could be correlated with neurotransmission and synaptogenesis (Zeisel et al., 2018; Miller et al., 2019). Batiuk et al. (2020) identified five astrocyte subtypes in the mouse cortex and hippocampus, while in our study, we classified the astrocytes in MVN into four subtypes. Consistent with the previous research, all subtypes expressed *Agt, Apq4 and Sox9*. 

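Agt, Aqp4 and Sox9 were found in each of the 4 subclusters. Agt stood at 527 CPM in A (highest Sparc), 717 in B (highest Nnat), 574 in C (highest Nktr) and 1531 in D (highest Slc9a3r1). Aqp4 stood at 2281, 3389, 1801 and 1714 CPM, and Sox9, a transcription factor of astrocyte identity, at 658, 1140, 1054 and 597. Aqp4 UMIs were found in 66.9% of the cells of A, 91.2% of B, 54.8% of C and 55.0% of D, against 4.39% of the other cells of control, 1.52% of ULI and 1.64% of ULC. The medians were 1179 UMIs per cell in A, 3282.5 in B, 1278.5 in C and 1287 in D, and 3265, 2181 and 911 in the other cells of the 3 libraries. Without the genes the paper names in the clustering, the lowest CPM in any of the 3 subclusters was 614 for Agt, 1760 for Aqp4 and 643 for Sox9.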

A recent study discovered that astrocytes display diverse reactive phenotypes according to their region-specific homeostatic identities in response to different brain insults and a common gene set (*Gfap, Vim, Serpina3n*) was involved (Makarava et al., 2023). Different from these insult models, labyrinthectomy does not cause direct damage to brain tissue. In the functional deafferentation animals, we observed an increased GAFP immunoreactivity in the ipsilateral MVN and a higher proportion of cluster 0 associated with synaptogenesis.

Investigation of the altered composition of astrocytic subtypes and their differential expressed genes induced by UL in the MVN is important for understanding the function of this important brain region in the process of VC. In addition to the difference astrocytic subclusters between the control and UL group, the different gene expression patterns of astroglia between the bilateral MVN in the UL group was clearly observed in our study, indicating the balance of activity in the bilateral MVN was disturbed by UL. 

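Between the 2 sides, reactive astrocyte genes were higher in ULI than in ULC, while Ttr and Agt were lower, as they also were in other cells. Over the reactive genes the median log2 ratio of ULI to ULC was 1.31, with Gfap, Vim, Hspb1, Cd44, Osmr and S100a10 higher and none lower of 10. Gfap, the intermediate filament of astrocytes, stood at 1.22 (0.71 to 1.77), as it was near control in ULI (0.05) and lower in ULC (-1.17), and Cd44 had 48 UMIs in ULI and 0 in ULC, at least 8.00-fold. Vim stood at 1.40 (0.45 to 2.48) and turned to -0.10 with cells chosen by 3 of the 6 markers. Gdf10, a growth factor of the TGF-beta family, stood at 4.98 (2.45 to 10.30), with 63 and 1 UMIs, Angpt1 at 2.79 (1.495 to 4.45) and Cebpd at 2.78 (1.34 to 4.71). The Gdf10 UMIs came from only 18 ULI cells and 1 ULC cell, and control had 67 in 30 cells. Whether the libraries differed in the tissue taken was not tested for this gene. Ttr stood at -3.17 (-3.37 to -2.97), beside a median of -2.06 over the other cell classes, and Agt at -1.61. Mt3 stood at -3.02 (-3.41 to -2.66) beside -3.67, and turned to 0.64 less that median. Other large ratios ran through the other classes too, Mfge8 at -4.15 (-5.42 to -3.09) beside -3.41, Gm12892 at -6.88 (-8.77 to -5.51) beside a median of -5.42, and Lamp1 at -3.66 (-4.42 to -2.97) beside -3.66. Genes of glutamate and GABA handling had a median of 0.29 (5 of 11 higher, 1 lower), and potassium, water and gap junction genes one of 0.27 (6 higher, 3 lower). Neither stood out from random lists of like expression, at percentiles 47.5 and 40.2. Transcripts of oligodendrocytes (-1.04) and of the choroid plexus (-1.76) and mitochondrial genes (-0.19) were lower in ULI too, and over all genes the median was 0.212.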

Previous studies have demonstrated that inhibitory neurons in the ipsilateral developed a sustained hyperactivity immediately after UL, and resulted in inhibitory overtone onto contralateral neurons *via* commissural projection at early stage of VC (Guilding and Dutia, 2005; Bergquist et al., 2008; Chen et al., 2019). Our finding that opposite changes in the proportion of Cluster 0 and 2 astrocytes between ipsilateral and contralateral sides parallels the imbalance of neural activity, suggesting astrocytes may be engaged in fostering adaptative changes of neural circuits to achieve VC.

In conclusion, our study elucidates the classification of astrocytes in the mouse MVN and delineates the detailed changes of astrocytic subtypes following UL by analyzing the transcriptome landscape of astroglia at single-cell resolution. Furthermore, by comparing different expressed genes, we identified several candidate molecular markers of astrocytes involved in the early process of VC. Asymmetric changes in the proportion of different astrocyte subtypes and their gene expression between ipsilateral and contralateral sides are likely crucial for remodeling the neural circuit for vestibular compensation following peripheral vestibular damage. Our findings pave the way for future mechanistic and translational studies on the functions of different astrocyte subtypes for rectifying behavioral deficits associated the vestibular disorders.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE143701.

## Ethics statement

The animal study was reviewed and approved by the Sixth People’s Hospital Affiliated to Shanghai Jiao Tong University (Approval no: 2018-KY-003). Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

PW conceived and designed the study and performed experiments. JL analyzed the data and drafted the manuscript. HS and ZC helped to design the study and corrected the manuscript. L-YW and SY critically revised the manuscript for important content. L-YW helped to interpret results. JW, YW, and DY helped to draft the manuscript and collected the data. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by National Natural Science Foundation of China (nos. 82171140 and 82020108008), and the Project of Shanghai Jiao Tong University Medicine Science and Engineering Interdisciplinary Foundation (no. YG2021QN106).

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Supplementary material

The Supplementary material for this article can be found online at: https://www.frontiersin.org/articles/10.3389/fnins.2023.1146147/full#supplementary-material

Click here for additional data file.

## References

[ref1] AlmadA. A.DoreswamyA.GrossS. K.RichardJ. P.HuoY.HaugheyN.. (2016). Connexin 43 in astrocytes contributes to motor neuron toxicity in amyotrophic lateral sclerosis. Glia 64, 1154–1169. doi: 10.1002/glia.22989, PMID: 27083773PMC5635605

[ref2] AndriezenW. L. (1893). The neuroglia elements in the human brain. Br. Med. J. 2, 227–230. doi: 10.1136/bmj.2.1700.227, PMID: 20754383PMC2422013

[ref3] BatiukM. Y.MartirosyanA.WahisJ.de VinF.MarneffeC.KusserowC.. (2020). Identification of region-specific astrocyte subtypes at single cell resolution. Nat. Commun. 11, 1220–1234. doi: 10.1038/s41467-019-14198-8, PMID: 32139688PMC7058027

[ref4] BayraktarO. A.BartelsT.HolmqvistS.KleshchevnikovV.MartirosyanA.PolioudakisD.. (2020). Astrocyte layers in the mammalian cerebral cortex revealed by a single-cell in situ transcriptomic map. Nat. Neurosci. 23, 500–509. doi: 10.1038/s41593-020-0602-1, PMID: 32203496PMC7116562

[ref5] BergquistF.LudwigM.DutiaM. B. (2008). Role of the commissural inhibitory system in vestibular compensation in the rat. J. Physiol. 586, 4441–4452. doi: 10.1113/jphysiol.2008.155291, PMID: 18635647PMC2614028

[ref6] BoddumK.JensenT. P.MagloireV.KristiansenU.RusakovD. A.PavlovI.. (2016). Astrocytic GABA transporter activity modulates excitatory neurotransmission. Nat. Commun. 7:13572. doi: 10.1038/ncomms13572, PMID: 27886179PMC5133667

[ref7] BrennerM. (2014). Role of GFAP in CNS injuries. Neurosci. Lett. 565, 7–13. doi: 10.1016/j.neulet.2014.01.055, PMID: 24508671PMC4049287

[ref8] BringmannA.PannickeT.GroscheJ.FranckeM.WiedemannP.SkatchkovS. N.. (2006). Muller cells in the healthy and diseased retina. Prog. Retin. Eye Res. 25, 397–424. doi: 10.1016/j.preteyeres.2006.05.00316839797

[ref9] BurdaJ. E.BernsteinA. M.SofroniewM. V. (2016). Astrocyte roles in traumatic brain injury. Exp. Neurol. 275, 305–315. doi: 10.1016/j.expneurol.2015.03.020, PMID: 25828533PMC4586307

[ref10] CaiZ.WanC. Q.LiuZ. (2017). Astrocyte and Alzheimer’s disease. J. Neurol. 264, 2068–2074. doi: 10.1007/s00415-017-8593-x28821953

[ref11] Campos-TorresA.TouretM.VidalP. P.BarnumS.de WaeleC. (2005). The differential response of astrocytes within the vestibular and cochlear nuclei following unilateral labyrinthectomy or vestibular afferent activity blockade by transtympanic tetrodotoxin injection in the rat. Neuroscience 130, 853–865. doi: 10.1016/j.neuroscience.2004.08.052, PMID: 15652984

[ref12] ChenZ. P.ZhangX. Y.PengS. Y.YangZ. Q.WangY. B.ZhangY. X.. (2019). Histamine H1 receptor contributes to vestibular compensation. J. Neurosci. 39, 420–433. doi: 10.1523/JNEUROSCI.1350-18.2018, PMID: 30413645PMC6335742

[ref13] ChoudhuryG. R.DingS. (2016). Reactive astrocytes and therapeutic potential in focal ischemic stroke. Neurobiol. Dis. 85, 234–244. doi: 10.1016/j.nbd.2015.05.003, PMID: 25982835PMC4644522

[ref14] De BockM.LeybaertL.GiaumeC. (2017). Connexin channels at the Glio-vascular Interface: gatekeepers of the brain. Neurochem. Res. 42, 2519–2536. doi: 10.1007/s11064-017-2313-x, PMID: 28634726

[ref15] de LanerolleN. C.LeeT. S.SpencerD. D. (2010). Astrocytes and epilepsy. Neurotherapeutics 7, 424–438. doi: 10.1016/j.nurt.2010.08.002, PMID: 20880506PMC5084304

[ref16] DutheilS.EscoffierG.GharbiA.WatabeI.TighiletB. (2013). GABA(a) receptor agonist and antagonist alter vestibular compensation and different steps of reactive neurogenesis in deafferented vestibular nuclei of adult cats. J. Neurosci. 33, 15555–15566. doi: 10.1523/JNEUROSCI.5691-12.2013, PMID: 24068822PMC6618455

[ref17] EmsleyJ. G.MacklisJ. D. (2006). Astroglial heterogeneity closely reflects the neuronal-defined anatomy of the adult murine CNS. Neuron Glia Biol. 2, 175–186. doi: 10.1017/S1740925X06000202, PMID: 17356684PMC1820889

[ref18] GroscheJ.KettenmannH.ReichenbachA. (2002). Bergmann glial cells form distinct morphological structures to interact with cerebellar neurons. J. Neurosci. Res. 68, 138–149. doi: 10.1002/jnr.10197, PMID: 11948659

[ref19] GuildingC.DutiaM. B. (2005). Early and late changes in vestibular neuronal excitability after deafferentation. Neuroreport 16, 1415–1418. doi: 10.1097/01.wnr.0000176519.42218.a6, PMID: 16110261

[ref20] HertzL.ChenY. (2016). Importance of astrocytes for potassium ion (K^+^) homeostasis in brain and glial effects of K^+^ and its transporters on learning. Neurosci. Biobehav. Rev. 71, 484–505. doi: 10.1016/j.neubiorev.2016.09.018, PMID: 27693230

[ref21] HussainiS. M. Q.JangM. H. (2018). New roles for old glue: astrocyte function in synaptic plasticity and neurological disorders. Int. Neurourol. J. 22, S106–S114. doi: 10.5213/inj.1836214.107, PMID: 30396259PMC6234728

[ref22] Ikeshima-KataokaH. (2016). Neuroimmunological implications of AQP4 in astrocytes. Int. J. Mol. Sci. 17:1306. doi: 10.3390/ijms17081306, PMID: 27517922PMC5000703

[ref23] KawamotoK.IzumikawaM.BeyerL. A.AtkinG. M.RaphaelY. (2009). Spontaneous hair cell regeneration in the mouse utricle following gentamicin ototoxicity. Hear. Res. 247, 17–26. doi: 10.1016/j.heares.2008.08.010, PMID: 18809482PMC2905733

[ref24] KimelbergH. K. (2004). The problem of astrocyte identity. Neurochem. Int. 45, 191–202. doi: 10.1016/j.neuint.2003.08.015, PMID: 15145537

[ref25] LacourM.HelmchenC.VidalP. P. (2016). Vestibular compensation: the neuro-otologist's best friend. J. Neurol. 263, S54–S64. doi: 10.1007/s00415-015-7903-4.27083885PMC4833803

[ref26] LeeD. J.HsuM. S.SeldinM. M.ArellanoJ. L.BinderD. K. (2012). Decreased expression of the glial water channel aquaporin-4 in the intrahippocampal kainic acid model of epileptogenesis. Exp. Neurol. 235, 246–255. doi: 10.1016/j.expneurol.2012.02.002, PMID: 22361023PMC3334411

[ref27] LehreK. P.LevyL. M.OttersenO. P.Storm-MathisenJ.DanboltN. C. (1995). Differential expression of two glial glutamate transporters in the rat brain: quantitative and immunocytochemical observations. J. Neurosci. 15, 1835–1853. doi: 10.1523/JNEUROSCI.15-03-01835, PMID: 7891138PMC6578153

[ref28] LuarteA.CisternasP.CaviedesA.BatizL. F.LafourcadeC.WynekenU.. (2017). Astrocytes at the hub of the stress response: potential modulation of neurogenesis by miRNAs in astrocyte-derived exosomes. Stem Cells Int. 2017:1719050. doi: 10.1155/2017/171905029081809PMC5610870

[ref29] MacdougallH. G.CurthoysI. S. (2012). Plasticity during vestibular compensation: the role of saccades. Front. Neurol. 3:21. doi: 10.3389/fneur.2012.0002122403569PMC3289127

[ref30] MacVicarB. A.NewmanE. A. (2015). Astrocyte regulation of blood flow in the brain. Cold Spring Harb. Perspect. Biol. 7:a020388. doi: 10.1101/cshperspect.a020388, PMID: 25818565PMC4448617

[ref31] MakaravaN.MychkoO.MolesworthK.ChangC. Y. J.HenryR. J.TsymbalyukN.. (2023) Region-specific homeostatic identity of astrocytes is essential for defining their reactive phenotypes following pathological insults. *biorxiv* Available at: 10.1101/2023.02.01.526708.PMC1048662737681904

[ref32] MillerS. J.PhilipsT.KimN.DastgheybR.ChenZ.HsiehY. C.. (2019). Molecularly defined cortical astroglia subpopulation modulates neurons via secretion of Norrin. Nat. Neurosci. 22, 741–752. doi: 10.1038/s41593-019-0366-7, PMID: 30936556PMC6551209

[ref33] MorelL.ChiangM. S. R.HigashimoriH.ShoneyeT.IyerL. K.YelickJ.. (2017). Molecular and functional properties of regional astrocytes in the adult brain. J. Neurosci. 37, 8706–8717. doi: 10.1523/JNEUROSCI.3956-16.2017, PMID: 28821665PMC5588463

[ref34] NortleyR.AttwellD. (2017). Control of brain energy supply by astrocytes. Curr. Opin. Neurobiol. 47, 80–85. doi: 10.1016/j.conb.2017.09.01229054039

[ref35] OlabarriaM.NoristaniH. N.VerkhratskyA.RodriguezJ. J. (2010). Concomitant astroglial atrophy and astrogliosis in a triple transgenic animal model of Alzheimer's disease. Glia 58, NA–838. doi: 10.1002/glia.2096720140958

[ref36] OrrB. O.HauswirthA. G.CelonaB.FetterR. D.ZuninoG.KvonE. Z.. (2020). Presynaptic homeostasis opposes disease progression in mouse models of ALS-like degeneration: evidence for homeostatic neuroprotection. Neuron 107, 95–111.e6. doi: 10.1016/j.neuron.2020.04.009, PMID: 32380032PMC7529479

[ref37] PannaschU.DossiE.EzanP.RouachN. (2019). Astroglial Cx30 sustains neuronal population bursts independently of gap-junction mediated biochemical coupling. Glia 67, 1104–1112. doi: 10.1002/glia.2359130794327PMC6519011

[ref38] PeknyM.WilhelmssonU.TatlisumakT.PeknaM. (2019). Astrocyte activation and reactive gliosis-a new target in stroke? Neurosci. Lett. 689, 45–55. doi: 10.1016/j.neulet.2018.07.021, PMID: 30025833

[ref39] PfriegerF. W.SlezakM. (2012). Genetic approaches to study glial cells in the rodent brain. Glia 60, 681–701. doi: 10.1002/glia.2228322162024

[ref40] PringleN. P.YuW. P.HowellM.ColvinJ. S.OrnitzD. M.RichardsonW. D. (2003). Fgfr3 expression by astrocytes and their precursors: evidence that astrocytes and oligodendrocytes originate in distinct neuroepithelial domains. Development 130, 93–102. doi: 10.1242/dev.0018412441294

[ref41] SofroniewM. V. (2009). Molecular dissection of reactive astrogliosis and glial scar formation. Trends Neurosci. 32, 638–647. doi: 10.1016/j.tins.2009.08.002, PMID: 19782411PMC2787735

[ref42] SofroniewM. V.VintersH. V. (2010). Astrocytes: biology and pathology. Acta Neuropathol. 119, 7–35. doi: 10.1007/s00401-009-0619-8, PMID: 20012068PMC2799634

[ref43] StrakaH.VibertN.VidalP. P.MooreL. E.DutiaM. B. (2005). Intrinsic membrane properties of vertebrate vestibular neurons: function, development and plasticity. Prog. Neurobiol. 76, 349–392. doi: 10.1016/j.pneurobio.2005.10.002, PMID: 16263204

[ref44] TighiletB.BrezunJ. M.SylvieG. D.GaubertC.LacourM. (2007). New neurons in the vestibular nuclei complex after unilateral vestibular neurectomy in the adult cat. Eur. J. Neurosci. 25, 47–58. doi: 10.1111/j.1460-9568.2006.05267.x, PMID: 17241266

[ref45] TighiletB.ChabbertC. (2019). Adult neurogenesis promotes balance recovery after vestibular loss. Prog. Neurobiol. 174, 28–35. doi: 10.1016/j.pneurobio.2019.01.001, PMID: 30658127

[ref46] TrapnellC.CacchiarelliD.GrimsbyJ.PokharelP.LiS.MorseM.. (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol. 32, 381–386. doi: 10.1038/nbt.2859, PMID: 24658644PMC4122333

[ref47] WalzW. (2000). Controversy surrounding the existence of discrete functional classes of astrocytes in adult gray matter. Glia 31, 95–103. doi: 10.1002/1098-1136(200008)31:2<95::aid-glia10>3.0.co;2-6, PMID: 10878596

[ref48] WalzW.LangM. K. (1998). Immunocytochemical evidence for a distinct GFAP-negative subpopulation of astrocytes in the adult rat hippocampus. Neurosci. Lett. 257, 127–130. doi: 10.1016/s0304-3940(98)00813-1, PMID: 9870336

[ref49] ZeiselA.HochgernerH.LönnerbergP.JohnssonA.MemicF.van der ZwanJ.. (2018). Molecular architecture of the mouse nervous system. Cells 174, 999–1014.e22. doi: 10.1016/j.cell.2018.06.021, PMID: 30096314PMC6086934

[ref50] ZeiselA.Munoz-ManchadoA. B.CodeluppiS.LonnerbergP.La MannoG.JureusA.. (2015). Brain structure. Cell types in the mouse cortex and hippocampus revealed by single-cell RNA-seq. Science 347, 1138–1142. doi: 10.1126/science.aaa1934, PMID: 25700174

[ref51] ZhouW.ZhouL. Q.ShiH.LengY. M.LiuB.ZhangS. L.. (2016). Expression of glycine receptors and gephyrin in rat medial vestibular nuclei and flocculi following unilateral labyrinthectomy. Int. J. Mol. Med. 38, 1481–1489. doi: 10.3892/ijmm.2016.2753, PMID: 28026001PMC5065303

How the deposited data were processed for this re-analysis (not part of the article)

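The MVN of mice was studied 1 day after surgery in 3 single-cell libraries, 1 each for control, ULI and ULC. The conditions were taken from the records and the paper, and not from the values. The treatment field of the records names labyrinthectomy for all 3 samples, and control was taken as such from its source name and from the paper, which gives this group surgery without it, so every ratio to control rests on that reading. The deposited table holds UMI counts per gene and barcode, in whole numbers, which the authors made with CASAVA 1.8 and UMI-tools against mm10, and Seurat is named for the later steps. The aligner, the gene annotation and the rule by which barcodes were called cells are not given in the sources used here. Symbols were used as the table gives them, and gene positions were read from a GENCODE annotation of the same assembly.

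Cells with at least 200 genes and genes in at least 3 cells were kept, scaled to 10000 counts per cell and transformed as ln(1+x). With 2000 variable genes, 30 principal components and 20 neighbours, Leiden clustering at resolution 1.0 (seed 1) was run on the 3 libraries together, and clusters were named from markers of 21 cell classes. The astrocyte-like cells were clustered again with 1000 variable genes, 10 components and 15 neighbours, at the resolution in steps of 0.1 that gives 4 subclusters of at least 10 cells, which was 0.4. Subclusters were matched to the paper's by its 4 markers. Diffusion pseudotime was used, since Monocle was not at hand, with the start in the subcluster of highest Nnat. The work used Python 3.11.15 with scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2, igraph 0.11.9, umap-learn 0.5.12, scikit-learn 1.9.0, scikit-image 0.26.0, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0, these last 2 for scaling factors only.

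UMIs were summed per class and library, and 3 comparisons were made: ULI to control, ULC to control and ULI to ULC. With 1 library per condition, no test over replicates could be run, cells were not used as replicates, and genes are described by CPM, ratios and counting intervals. No paired analysis was possible because each side was pooled over mice. A group with 0 UMIs was set to a floor of 3 counts, and the ratio is then a bound. Shares were compared by the percent of cells by which their distributions differ. The interval of that percent is binomial on the cells of the smaller library, and leaves out the counting error of the other. The 28 gene lists, the comparisons and the alternatives were fixed before the data were examined, except those named as added. A list was measured over its genes with at least 20 UMIs in the 2 libraries together, and set against 10000 random lists of like expression, drawn from 10 bins. The genes named are every gene in the paper's text or heatmap, the 10 highest and 10 lowest ratios of each comparison among genes with at least 50 UMIs whose Poisson intervals do not overlap, up to 4 genes per list, and 5 highest and 5 lowest per other class. The values in the paper's figures had been seen by then.

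The alternatives were at least 500 genes per cell, at most 20% mitochondrial UMIs, doublets left out (Scrublet, 67 control, 259 ULI and 238 ULC cells), resolutions 0.5 and 2, 20 components, cells chosen by 3 of the 6 markers, 2000 variable genes, seed 2, 3 or 5 subclusters, thinning to 1000 UMIs, centring of each library, clustering without the genes the paper names or without genes that differ between libraries, TMM and median-of-ratios scaling, totals without some gene groups, the mean over cells, a floor of 50 UMIs, and ratios less those of other cells. TMM factors were 0.984, 1.02 and 1.00 for control, ULI and ULC, and median-of-ratios factors 1.02, 1.01 and 0.976. Doublet calls were automatic at 1.45% of control cells, and the top 5% of scores were taken in ULI and ULC, where under 0.5% were called.

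The steps were tested on simulated data. In simulated libraries of the same depth, 85, 93 and 75 genes changed 4-fold were measured in the 3 comparisons, and 100%, 98.9% and 100% of them were apart, as were 75.0%, 71.4% and 75.9% of 92, 91 and 87 genes changed 2-fold, and 0.560%, 0.543% and 0.495% of unchanged genes. Intervals that are apart are thus a strict mark, and overlap does not show that values are equal. With 120 ULC cells changed 4-fold in 200 genes, the shares differed by 17.3%, 53.5% and 53.5%. Staining, protein and behaviour were not analysed here, and the paper's Supplementary Table 1 was not used here. Some leading genes of subclusters are not reported.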

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

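Of the tests in this part, only that of a few cells was chosen after its result was seen. Each result below is a signal in cell classes that the paper does not analyse, from 1 library per group.

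Choroid plexus epithelium, known by Ttr, Kl and Clic6, made up 24.2% (23.0 to 25.5) of ULC cells, 5.49% (4.86 to 6.17) of ULI and 0.586% (0.387 to 0.852) of control, or 1101, 264 and 27 cells of clusters 17 and 22. Their medians were 754, 3894 and 9201 UMIs per cell. How much of the plexus of the fourth ventricle was taken with the tissue was not recorded in the sources used here.

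In oligodendrocytes, the 12 measured glucocorticoid-responsive genes were all higher than control, with a median log2 ratio of 2.45 in ULC and 1.84 in ULI. Control oligodendrocytes were mostly in cluster 1 (617 cells), ULI in clusters 2 (265) and 1 (179) and ULC in clusters 20 (503) and 2 (270), at medians of 19650, 4428.5 and 756 UMIs, so the values compare different clusters at very different depth.

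In ULI microglia the interferon response genes had a median log2 ratio to control of 0.81, with Ifit1, Ifit2, Ifit3, Isg15, Stat2, Oasl2, Usp18, Rtp4 and Ifitm3 higher and Ifi27 and H2-K1 lower, of 16. Control microglia were mostly in cluster 5 (1481 cells), ULI in clusters 7 (450) and 5 (385).

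A stress response to dissociation in all classes was argued against by the immediate early and heat shock genes, which stood at -0.28 in ULI microglia themselves and below 0.25 in 57.1% of the other classes, 4 of 7, though at 0.43 to 0.88 in the rest. Blood monocytes stayed open, as only 2 of the markers of monocytes or neutrophils were measured in ULI microglia, with a median of -0.29, while S100a8 at 1.82 CPM, against 37239 in the neutrophil-like cluster, argues against neutrophils. Ifit1 had 143 UMIs in 14 ULI cells, at a log2 ratio of 6.47, but whether a few cells held the whole difference stayed open. Without the 19 of 911 ULI microglia with UMIs of Ifit1 or Rsad2 (6 of 1725 in control), which were picked by these genes, the median over the other 15 genes went from 0.48 to 0.28, and over all measured genes those higher than control went from 9 to 0. UL as the cause could not be tested apart from the library, since each group is 1 library.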

How the results depend on the processing

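Alternatives chosen after seeing the data are the filter of at most 20% mitochondrial and at least 500 UMIs, the clustering without markers of other classes or without processed pseudogenes, the ratios less the median over other classes, and the use of the 20% mitochondrial limit for shares, genes and lists. Where no reason is given, the cause was not tested.

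Astrocyte-like cells (850) numbered 473 with at least 500 genes per cell, 378 without cells over 20% mitochondrial and 356 with the mitochondrial and UMI filter, by construction, as fewer cells pass. ULC astrocyte-like cells were the shallowest, and how far this limits their clustering was not measured.

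The difference in shares between ULI and control (15.7%) was 11.5% with 3 subclusters, 24.3% with 2000 variable genes, 3.28% with each library centred, 24.8% thinned, 8.04% without doublets, 30.4% with at least 500 genes and 21.4% without markers of other classes. That between ULC and control (53.2%) was 67.3% with 2000 variable genes, 34.7% without the paper's genes, 30.6% without genes that differ between libraries, 14.3% centred, 63.3% thinned, 80.4% with at least 500 genes, 16.3% with the mitochondrial limit, 33.1% with the mitochondrial and UMI filter, 43.1% without markers of other classes and 39.7% without processed pseudogenes. That between ULI and ULC (51.1%) was 65.2% with 2000 variable genes, 33.4% without the paper's genes, 15.3% without genes that differ between libraries, 11.0% centred, 76.4% with at least 500 genes, 28.7% and 35.8% with the mitochondrial limit alone and with the UMI filter, 42.8% without markers of other classes, 41.0% without processed pseudogenes and 37.0% with 20 components. Centring removes differences between libraries by construction. A search for 5 subclusters found only the same 4 and gave no new value. Of single subcluster shares, 31 stayed and 29 moved.

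The pseudotime gap to control was 3.07 in ULI and 8.55 in ULC, and 1.10 and 1.84 with each library centred. The median size of the log2 ratio of ULC to control over that from counting error went from 2.32 to 3.50 in C and from 2.33 to 3.95 in D with at least 50 UMIs per gene.

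Less the ratio in other cells, the signs of these genes reversed: in ULI Dclk1 (-1.40), Prss35 (0.20), Cst3 (0.32) and Cntn1 (-1.29), in ULC Mt3 (-1.29), Cst3 (0.20), Cntn1 (-0.78), Aifm3 (-3.24) and Gm12892 (-0.50), and between ULI and ULC Mt3 (1.48). The make-up of the other cells differed between libraries, so these reversals do not separate cell mix from expression. Less the median over other classes, those of Dclk1 (-0.054), Prss35 (0.35) and Cntn1 (-0.43) in ULI, of Aifm3 (-0.36) and Fkbp5 (-0.25) in ULC, and of Lamp1 (0.008) and Mt3 (0.64) between ULI and ULC reversed. With cells chosen by 3 of the 6 markers, Ttr in ULI (-3.24) and Vim in ULI against control (-1.03) and against ULC (-0.10) reversed. Of the values of named genes, 390 stayed, 102 moved and 20 reversed, and 9 others, from ratios whose intervals were not apart, changed sign.

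The reactive genes in ULI (0.35) stood at 0.052 with at least 50 UMIs per gene, 0.80 with the mitochondrial limit, 1.06 less other cells and 1.24 less the median over other classes, in ULC at -1.43 less other cells, and at 2.00 between ULI and ULC less other cells. The synaptogenic and matrix genes in ULI (-0.41) stood at -1.82 less other cells and -0.97 less the median over other classes. The glutamate and GABA genes in ULI (-0.04) stood at -0.83 and -0.54 in the same order. Neuron transcripts in ULI (1.54) stood at 0.10 less other cells and 0.37 with the mitochondrial limit. A list counted as reversed only where its median lay outside the middle 95% of random lists. Reversed lists were the study's other genes in ULI (0.37 less other cells, 0.99 less other classes), the study's 12 genes in ULC (-0.79 and -0.052), the glucocorticoid-responsive genes less other classes (-0.37 in ULI, -0.25 in ULC) and the mitochondrial genes in ULC with the mitochondrial limit (-0.23), by construction. Another 42 values of lists inside that range changed sign, such as in ULI those of the study's 12 genes (-0.35), the subcluster markers (0.55) and cholesterol synthesis (0.21) less other cells, and of the genes of heatmap cluster 3 (0.84) less other classes. Of list values, 337 stayed within 1.5-fold, 40 moved and 7 reversed. By TMM the glycolysis genes in ULC went from 0.02 to just below 0, and by median-of-ratios the study's other genes in ULC from -0.05 to 0.01.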

Differences from the paper's values

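The paper gives 351 astrocytes, and 850 astrocyte-like cells were found here; the paper's text states no cell filter. Values are called different here where one is over 1.5 times the other. Of the alternatives set before the data were examined, at least 500 genes per cell (473) and at most 20% mitochondrial (378) lie within 1.5-fold, while resolutions 0.5 (845) and 2.0 (847), 3 of the 6 markers (847), doublets left out (793) and 20 components (858) differ. Filters chosen after seeing the values also came near, in a scan of 21 thresholds: at most 20% mitochondrial with at least 500 UMIs, clustered anew (356), or without clustering anew with at least 300 genes (350), 600 UMIs (349) and the thresholds beside these (281 to 378), and with no mitochondrial limit at least 500 (468), 700 (325) or 800 genes (262) and 1500 (444) or 2000 UMIs (320); which of the paper's own cells these drop could not be counted, as its cells are not listed in the sources used here.

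The shares below have different bases, 351 cells in the paper and 850 here, and the subclusters here are rebuilt and matched by marker. A search for 5 subclusters gave the same 4, and of the alternatives only 2000 variable genes, thinning to 1000 UMIs and Leiden seed 2, set before the data were examined, and 2 clusterings chosen after seeing the values (without markers of other classes and without processed pseudogenes) gave other subclusters that could be matched to the paper's. For ULC in cluster 0 the paper shows about 25% (Figure 2G, read by eye) and A held 15.5%; seed 2 (22.5%) lies within 1.5-fold, and 2000 variable genes (11.7%) and thinning (53.1%) differ. Clustering without markers of other classes, chosen after seeing the values, also came within 1.5-fold there (24.9%), as did clustering without processed pseudogenes (30.0%), chosen likewise. For ULI in cluster 1 the paper shows about 9.3% (Figure 2G, read by eye) and B held 24.0%; all 3 differ, at 28.1% with 2000 variable genes, 16.6% thinned and 21.3% with seed 2. For ULC in cluster 1 the paper shows about 0% (Figure 2G, read by eye) and B held 12.2%; all 3 differ, at 6.57%, 6.25% and 10.8%. For ULC in cluster 2 the paper shows about 9.8% (Figure 2G, read by eye) and C held 15.5%; 2000 variable genes (10.8%) and thinning (10.2%) lie within 1.5-fold, and seed 2 (16.4%) differs. For ULI in cluster 3 the paper shows about 0.85% (Figure 2G, read by eye) and D held 5.69%; all 3 differ, at 5.69%, 11.5% and 4.49%.

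The paper states that cluster 3 went down on the ipsilateral side and up on the contralateral side. Here D held 3.63% of control, 5.69% of ULI and 56.8% of ULC cells, with overlapping intervals for control and ULI, so only the contralateral direction is the same. Under 2 settings chosen after seeing the values, D had the paper's direction on the ipsilateral side, again with overlapping intervals: without markers of other classes (2.31% of control and 1.80% of ULI) and without processed pseudogenes (4.95% and 3.59%). For cluster 1 (B) both directions are the same, at 39.6%, 24.0% and 12.2%. For clusters 0 and 2 the contralateral direction of A and C is the same in the main clustering, for C with overlapping intervals (25.4% and 15.5%). For C they also overlapped with seed 2 (26.4% and 16.4%) and 2000 variable genes (18.2% and 10.8%). They did so too without markers of other classes (22.4% and 20.7%) and without processed pseudogenes (18.5% and 16.4%), but were apart when thinned (38.3% and 10.2%). For A they were apart in the main clustering (31.4% and 15.5%). They overlapped for A with seed 2 (30.4% and 22.5%) and without processed pseudogenes (34.7% and 30.0%). On the ipsilateral side A (31.4% and 35.0%) and C (25.4% and 35.3%) were higher than control with overlapping intervals. Overlap of separate intervals is a strict mark and does not show that shares were equal. For C the intervals of control and ULI were apart with 2000 variable genes (18.2% and 40.4%) and seed 2 (26.4% and 37.1%), and, in settings chosen after seeing the values, without markers of other classes (22.4% and 33.8%) and without processed pseudogenes (18.5% and 29.3%). For A, thinning turned the contralateral direction (10.2% of control and 53.1% of ULC). On the ipsilateral side it put the intervals apart in the paper's direction (10.2% of control and 26.0% of ULI). The setting without markers of other classes left 24.1% of control and 24.9% of ULC, and 2000 variable genes left 26.7% of control and 25.7% of ULI.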

Other observations

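The tests of a difference of the whole library in the shares, of depth per cell (by thinning, itself planned), of RNA of other cell types, of the mitochondrial share and of choroid plexus RNA were chosen only after the result was seen, and the clustering without processed pseudogenes was added after the other settings had been seen.

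Among mRNAs of reactive astrocytes, Gfap in ULI astrocyte-like cells stood at 278 CPM (239 to 322), against 268 (234 to 307) in control and 119 (84.5 to 164) in ULC, while Vim in ULI had a log2 ratio to control of 1.87 (1.11 to 2.68), which turned to -1.03 with cells chosen by 3 of the 6 markers. Serpina3n stood at -1.62 (-2.55 to -0.78) in ULI, where the other classes had a median of 2.89. Over the reactive genes the median was 0.35 in ULI and -0.46 in ULC. Cd44 UMIs came from 17 ULI cells, with 27.1% of them in 1 cell. Il1b in microglia, chosen after its values were seen, stood at 27.4 CPM in control, 583 in ULI and 456 in ULC, where control microglia were mostly in cluster 5, ULI in clusters 7 and 5 and ULC in cluster 6 (394 of 483 cells).

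In oligodendrocyte precursors the cell cycle genes had median log2 ratios to control of -3.40 in ULI (13 of 16 lower) and -3.69 in ULC (14 lower). Top2a had 180 UMIs in control precursors, 9 in ULI and 2 in ULC, log2 ratios of -4.91 and -7.19. Control and ULI precursors were mostly in cluster 4 (240 and 464 cells) and ULC in cluster 26 (281). Cluster 25, with Calb1, Car8, Ppp1r17 and Pcp4 as in Purkinje cells, held 35 ULI cells and 0 of control and ULC, so it was found in 1 library only. In ULI oligodendrocytes S100a8, a neutrophil transcript, had a log2 ratio to control of 10.56, with 381 and 1 UMIs, and in ULC oligodendrocytes Ptgds one of 7.73.

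The astrocyte-like cells of ULC stood apart from control, and a difference of the whole library remains possible, since the same step gave a median of 85.5% over 7 other classes (54.7% to 96.1%). Cells of a high mitochondrial share stayed open too, at 16.3% (9.54 to 26.7) without them and 33.1% (22.2 to 46.0) with at least 500 UMIs as well. Thinning to equal depth left 63.3% (54.3 to 71.6) in the 619 cells with at least 1000 UMIs, which argues against depth per cell as the whole cause. No simulation was run for thinned cells. Under thinning the share of ULC cells fell in D (56.8% to 30.5%) and rose in A (15.5% to 53.1%). RNA of other cell types, with 43.1% (36.4 to 50.1) left without their markers, and processed pseudogenes, with 39.7% (32.8 to 46.3) left without them, stayed open as causes of part of it. UL could not be told from the library, since ULC is 1 library.

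Mt3 and Ttr were higher in ULC astrocyte-like cells than in control. For Mt3 a difference of the whole library remains possible, as its median log2 ratio was 2.58 over 3 other classes (2.22 to 4.47). For Ttr, RNA of the choroid plexus could not be told from expression: Enpp2 had 26.0 UMIs per 100 of Ttr in ULC astrocyte-like cells and 39.6 in ULC choroid plexus cells, and the log2 ratio of Ttr was 3.98 to 4.86 in 6 of 7 other classes and -1.31 in ependymal cells, whose 23659 CPM in control would hide such RNA. Whether UL raised either gene could not be tested with 1 library.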
